A study of Homo sapiens with 5 samples. Its data were reported in "Overexpression of miRNA-25-3p inhibits Notch1 signaling and TGF-β-induced collagen expression in hepatic stellate cells" (2019).

How the data were processed

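The samples were LX-2 cells transfected with 50 pmol of a miR-25-3p duplex labelled with biotin and harvested after 24 hours. Per the labels, 3 samples were streptavidin pull-downs and 2 were controls, which the series design describes as total cell lysate. The extraction protocol given for the control samples repeats the bead enrichment of the pull-downs, so their naming as lysate rests on the series design and the study's methods. The study describes 3 independent biological replicates per group and the exclusion of a further lysate array with low detection signal, which was not analysed here. Per the study's methods, RNA was amplified and labelled as cRNA, hybridized to Illumina HT-12 chips and exported from GenomeStudio, and the submitters' processing notes name lumi and limma. Their versions are not given in the sources used here.

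The values analysed were the deposited normalized expression values, 1 per probe and array, for 14747 probes. They are on a log2 or log2-like scale: the authors normalized them with lumi, and whether the transform was log2 or the variance-stabilizing transform of lumi is not given in the sources used here. A 2-fold change below therefore means a difference of 1 on the deposited scale, and under the second transform it would understate the change of dim probes. A table of non-normalized signals was not used, because its 10 per-sample columns (5 of them signals) carry names that match no sample label. Background, detection and chip position were therefore not examined, and the authors' filter on probes was kept. The design written beforehand had assumed those signals, with limma's neqc, as the starting point, and named the deposited normalized values for the case that the columns could not be matched. The column medians are nearly equal, values are not centred per probe, and the direction of each comparison comes from the sample titles.

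Probe names came from GEO's platform annotation, which can be old. It gives 1 gene symbol for 11970 probes, several for 1 and none for 2776, and names 9268 genes; unnamed probes were tested but not named, and they made up 138 of the 415 probes at least 2-fold higher and 107 of the 455 at least 2-fold lower. Of the named probes, 11963 had a gene ID in the RefSeq gene table of assembly GRCh38.p14, which updated 0 symbols. That table was used for names only. Each gene was represented by the probe with the highest mean over all 5 arrays, and for genes named in the text other probes are given where they differ in call or sign.

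Pull-down was compared with lysate in limma 3.58.1 (R 4.3.3) with lmFit and eBayes over all 5 arrays, two-sided, with Benjamini-Hochberg adjustment over all probes. A probe was called at an adjusted p under 0.05 and counted separately with at least a 2-fold change, after the study's methods. The study took each lysate from the same transfected cells just before the pull-down, so the samples were made in pairs, but which lysate belongs to which pull-down is not given in the sources used here, and the model left pairing out. It had 3 residual and 2.75 prior degrees of freedom, and the median SE of a log2 fold change was 0.15. The median log2 fold change of all probes was 0.04, 0.05 after median scaling and 0.00 after cyclic loess. Genes were named by a rule written before the data were examined: the 10 highest and 10 lowest genes with an assigned symbol among those called with at least a 2-fold change and no overlap between the arrays of the groups; the 6 genes picked by the study with TGFB1 and TGFBR1; and the 2 highest and 2 lowest members of each gene list, of which the text gives some.

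Gene lists (24) were written before the data were examined, and 22 with at least 3 measured members were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Mitochondrially encoded genes (0 measured) and endothelial markers (2 measured) were too few. Since the first lines of a result table of the study had been read by then, the lists of ribosomal protein, oxidative phosphorylation and ZNF genes were written in the knowledge that some members rank high there. Older symbols on the lists were matched through the synonyms of the RefSeq table, a step added after the first fit because several lists, histones among them, had used older names. With an estimated correlation camera refers its statistic to the 3 residual degrees of freedom, which gives larger p-values for the same statistic. In that setting 0 of the 22 lists kept an adjusted p under 0.05. The self-contained test fry called 2, the oxidative phosphorylation and cytosolic ribosomal protein genes; it asks whether the genes of a list move one way and does not compare them with other genes.

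The fit was tested on simulated data with the same 3 and 2 arrays and 14747 probes. It recovered 79 of 100 probes changed by 1 on the log2 scale and 100 of 100 changed by 2, with 4 false calls and 0 in the wrong direction. For simulated lists of 70 genes among 9268, camera called 0 of 100 unshifted lists and 100 of 100 lists shifted by 0.5. The simulated genes varied independently of each other, while the estimated correlation within the real lists reached 0.77 (interferon response). The simulation therefore does not show how often camera calls unshifted lists whose members move together.

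Alternatives were median scaling, cyclic loess, leaving out each array, the replicate number as a block, array weights, a trended and robust variance prior, the mean of a gene's probes, limma treat, and other set tests. Quantile normalization of the deposited values, probes above the first quartile of mean value, and probes with 1 gene symbol were added after seeing the data. Alternatives that need signals, detection values or chip positions were not run, and neither was the planned search for miR-25-3p seed sites, which needs transcript sequences. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.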

Results

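LX-2 is a human cell line derived from hepatic stellate cells, the liver cells that deposit extracellular matrix during fibrosis. The cells were transfected with 50 pmol of a miR-25-3p duplex carrying biotin and lysed 24 hours later. RNA captured from the lysate on streptavidin beads (pull-down, 3 arrays) and RNA of the whole cell lysate (2 arrays) were hybridized to Illumina HT-12 bead arrays. Normalized expression values were analysed for 14747 probes on each array, and 11970 of these probes were named by 1 gene symbol, for 9268 genes. The median value was 9.02, 9.01 and 9.02 on pull-down arrays 1, 2 and 3, and 9.03 and 9.01 on lysate arrays 1 and 2. The number of arrays limits the precision: an exact two-sided permutation test of 3 arrays against 2 cannot give a p-value below 0.1, so single genes were tested with limma, which shares the estimate of spread across probes.

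The arrays fell closer to their own group than to the other. Across all probes, the Pearson correlation between pull-down arrays was 0.9632 for replicates 1 and 2, 0.9625 for replicates 1 and 3, and 0.9854 for replicates 2 and 3. The lysate arrays correlated at 0.9802. Correlations between a pull-down and a lysate array ranged from 0.9016 to 0.9511. Probes are not independent replicates, and no test was attached to these values.

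The comparison of pull-down with whole cell lysate was meant to find mRNAs captured together with miR-25-3p. The samples include no pull-down with a control duplex or with beads alone. Capture with miR-25-3p can therefore not be told apart here from other binding to the beads or from differences in amplification. Among the named genes that passed the test with at least a 2-fold change, the splicing factor gene SF3B6 had the highest ratio, with genes of the respiratory chain and the ribosome among the 10 highest, and G0S2, MINDY1 and PTGR2 had the lowest. All log2 fold changes are pull-down minus lysate, with the groups taken from the sample titles, and on these values the genes that the study picked as enriched were lower in the pull-down, so the direction given here opposes that of the study. SF3B6, a subunit of the splicing factor that binds the branch point, was 4.89-fold higher in the pull-down (log2 fold change 2.29, SE 0.14, limma adjusted p = 0.00769). G0S2, an inhibitor of adipose triglyceride lipase, was 5.39-fold lower (log2 fold change -2.43, SE 0.25, limma adjusted p = 0.00941). At an adjusted p under 0.05, limma called 2172 probes, 1126 higher and 1046 lower in the pull-down. The deposited values have nearly the same quartiles on each array. Higher and lower are therefore relative to the other probes and do not measure the amount of an mRNA captured. With at least a 2-fold change, 415 probes were higher and 455 were lower, corresponding to 223 and 280 named genes by the probe with the highest mean. The groups were fully separated for all 870 of these probes, which their selection by adjusted p and fold favours. Of all probes 51.5% were separated, where chance gives 20%. The number of called probes rested on single arrays. Without lysate replicate 1 limma called 0 probes (2958 at an unadjusted p under 0.05), without lysate replicate 2 it called 91, without pull-down replicate 2 it called 387, and without pull-down replicate 3 it called 912. With at least a 2-fold change, 57 higher and 34 lower probes were called without lysate replicate 2, and 239 higher and 121 lower without pull-down replicate 2. The test against a 2-fold change itself (limma treat) called 0 probes (346 at an unadjusted p under 0.05, smallest adjusted p = 0.116).

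**Figure D1:**
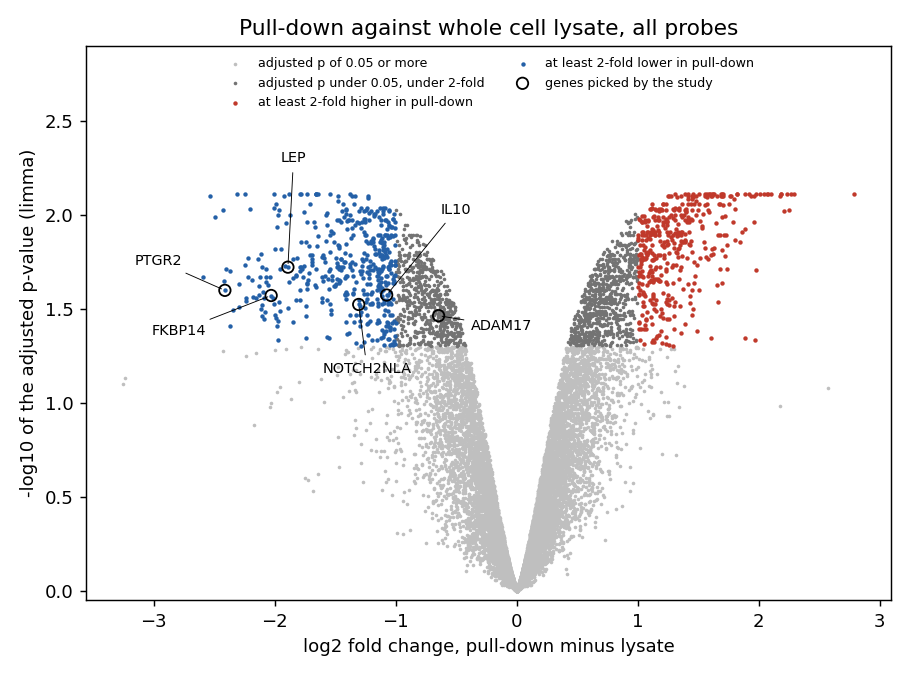
Each point is 1 of 14747 probes, with the log2 fold change (pull-down minus lysate) on the horizontal axis and -log10 of the limma adjusted p-value on the vertical axis. The 415 red probes were at least 2-fold higher and the 455 blue probes at least 2-fold lower in the pull-down at an adjusted p under 0.05, and the circled genes picked by the study all lie on the lower side.

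The 10 named genes with the highest ratios among those that passed were SF3B6, COX7B, RPS13, SNHG5, COX5B, COX6C, RBIS, ZFAS1, RPS20 and UQCR10. They were 3.64- to 4.89-fold higher in the pull-down, with limma adjusted p-values from 0.00769 to 0.0123. COX7B, COX5B and COX6C encode subunits of cytochrome c oxidase and UQCR10 a subunit of the cytochrome bc1 complex. COX7B measured 12.22 ± 0.18 (SD, n = 3) in the pull-down and 10.04 ± 0.12 (SD, n = 2) in the lysate on the log2 scale. RPS13 and RPS20 encode proteins of the small ribosomal subunit, and RBIS a ribosome biogenesis factor. RPS13 measured 13.70 ± 0.04 (SD, n = 3) and 11.52 ± 0.14 (SD, n = 2). SNHG5 and ZFAS1 are noncoding RNAs whose introns hold small nucleolar RNAs, with log2 fold changes of 2.18 and 1.96. The second probe of SF3B6 gave 1.70, that of SNHG5 2.26, and the other probes of UQCR10 gave 1.15 and 1.47. Limma called 0 of these 10 genes without lysate replicate 1, where their adjusted p-values ranged from 0.0775 to 0.0904, and all 10 or 9 without any other single array.

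The 10 named genes with the lowest ratios among those that passed were G0S2, MINDY1, PTGR2, LMOD3, HLA-F, ABRAXAS1, CHRNA5, SHROOM4, ZNF483 and FMC1. They were 4.72- to 5.39-fold lower in the pull-down, with limma adjusted p-values from 0.00941 to 0.0389. Their values moved together: all but G0S2 and HLA-F rose in order over pull-down replicates 1, 2 and 3 and from lysate replicate 1 to 2. MINDY1 encodes a deubiquitinase and measured 9.55 ± 0.74 (SD, n = 3) in the pull-down and 11.97 ± 0.32 (SD, n = 2) in the lysate. LMOD3 encodes an actin nucleator of muscle and ABRAXAS1 a subunit of the BRCA1-A complex, with log2 fold changes of -2.40 and -2.36. HLA-F belongs to a family of near-identical genes, so its probe may also read related transcripts. Several of these genes had another probe with a different value. FMC1, an assembly factor of ATP synthase, had a log2 fold change of -2.24 by the probe used, and its other probes were higher in the pull-down at 0.69 (limma adjusted p = 0.0208) and 1.29 (limma adjusted p = 0.0128). The second probe of CHRNA5 gave 0.08 (limma adjusted p = 0.655) and that of HLA-F -0.18 (limma adjusted p = 0.441). Limma called 0 of the 10 genes without lysate replicate 1 or lysate replicate 2, 1 without pull-down replicate 2, and 9 without pull-down replicate 1 or 3.

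All 6 genes that the study picked from this experiment were lower in the pull-down, 5 of them by at least 2-fold. The study did not rest on the arrays alone. By qRT-PCR it found ADAM17 and FKBP14, but not the others, significantly lower after miR-25 transfection. It followed ADAM17 and FKBP14 with luciferase reporter and miR-25 inhibitor assays, which the arrays do not address. PTGR2, a prostaglandin reductase, was 5.32-fold lower (log2 fold change -2.41, SE 0.45, limma adjusted p = 0.0252). FKBP14, a peptidyl-prolyl isomerase of the endoplasmic reticulum, measured 11.39 ± 0.69 (SD, n = 3) in the pull-down and 13.42 ± 0.12 (SD, n = 2) in the lysate, which is 4.08-fold lower (limma adjusted p = 0.0268), while its second probe gave a log2 fold change of -0.25 (limma adjusted p = 0.387). LEP, which encodes leptin, had a log2 fold change of -1.89 (limma adjusted p = 0.0189) and the cytokine gene IL10 of -1.07 (limma adjusted p = 0.0267). NOTCH2NLA, listed by the study under its older name NOTCH2NL, had a log2 fold change of -1.31 (limma adjusted p = 0.0299), and its probe may also read NOTCH2 and its other copies. ADAM17, the sheddase that cleaves Notch receptors, measured 8.94 ± 0.14 (SD, n = 3) and 9.59 ± 0.14 (SD, n = 2), which is 1.56-fold lower (limma adjusted p = 0.0343). Adjusted over the list alone, 6 of 6 were lower, and since the study chose them on these samples neither count is independent evidence of direction. Tested as a list with camera, they were lower (adjusted p = 6.7e-05), which for the same reason is not independent evidence. With an estimated correlation, which was 0.74, camera gave an adjusted p = 0.62. Their values moved together: all but NOTCH2NLA rose in order over pull-down replicates 1, 2 and 3 and from lysate replicate 1 to 2. They are therefore not 6 separate observations. Without pull-down replicate 2, lysate replicate 1 or lysate replicate 2, 0 of the 6 were called by limma, and 4 without pull-down replicate 3.

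**Figure D2:**
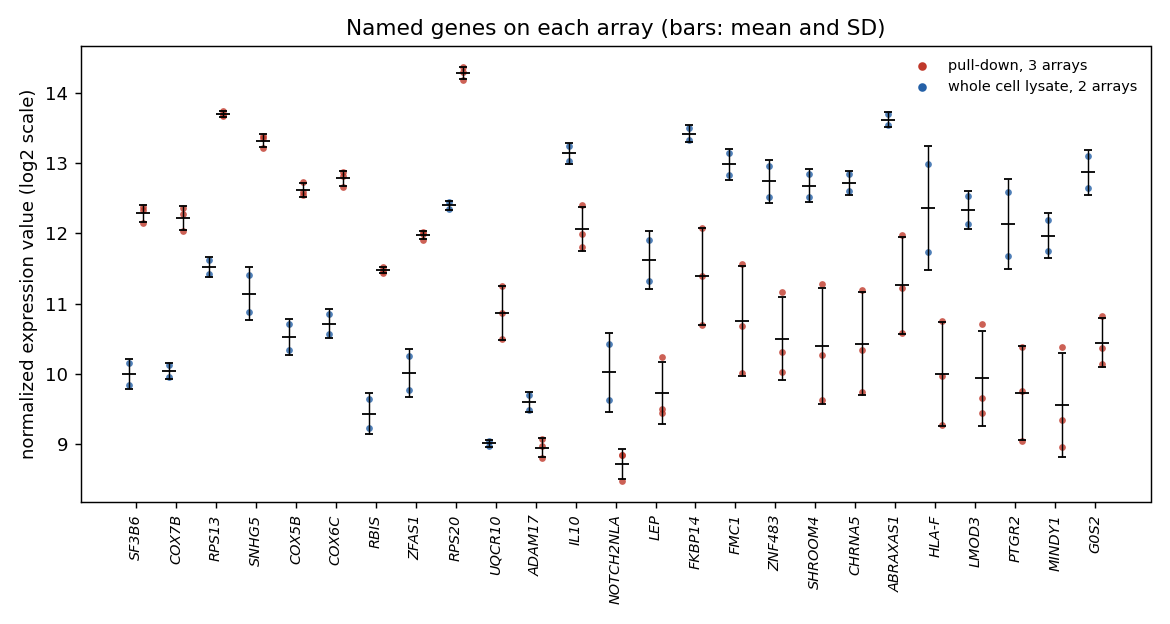
Normalized expression values (log2 scale, vertical axis) of the 10 highest and 10 lowest named genes and the 6 genes picked by the study, PTGR2 being in both, on the 3 pull-down arrays (red) and the 2 lysate arrays (blue), with the mean and SD of each group. SF3B6 at the left measured 12.29 in the pull-down and 9.99 in the lysate, and G0S2 at the right 10.44 and 12.87.

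Nuclear-encoded genes of oxidative phosphorylation were higher in the pull-down as a group. Of 72 measured, 35 were higher and 2 lower at an adjusted p under 0.05 over all probes, and 46 and 5 adjusted over the list alone. The median log2 fold change was 0.62, which is 1.54-fold. COX7B (2.19) and COX5B (2.10) were highest. UQCRC1, a core subunit of the cytochrome bc1 complex, was lower at -1.15 (limma adjusted p = 0.0377), as was ATP5IF1, the inhibitory factor of ATP synthase, at -0.68 (limma adjusted p = 0.0268), the latter named after its value was seen and with a second probe at 0.20 (limma adjusted p = 0.531). COX7A1 measured -0.90 (limma adjusted p = 0.116). Camera gave an adjusted p = 8.7e-10 for the list, and adjusted p = 0.0563 with an estimated correlation, which was -0.0004 against the preset 0.01. Limma called 0 members without lysate replicate 1, and 5 were higher without lysate replicate 2, 12 without pull-down replicate 2 and 22 without pull-down replicate 3, while the median stayed between 0.60 and 0.66.

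Genes of cytosolic ribosomal proteins were also higher as a group. Of 73 measured, 30 were higher and 4 lower, and 36 and 5 adjusted over the list alone, with a median log2 fold change of 0.39. RPS13 (2.18) and RPS20 (1.89) were highest. RPL22 was lower at -1.05 (limma adjusted p = 0.0294) and the ribosomal protein-like gene RPL7L1 at -0.97 (limma adjusted p = 0.0284), with RPL7A at -0.91 and RPS26 at -0.73, these last named after their values were seen. The second probe of RPL7L1 gave -0.89 (limma adjusted p = 0.0588) and that of RPS26 0.55 (limma adjusted p = 0.071), opposite in sign. Dimmer probes of RPL6, RPL41, RPLP1, RPS15 and RPS27 were called higher where the probe used was not. RPLP1 measured 14.23 in the pull-down and 14.10 in the lysate by the probe used, and 13.34 and 11.99 by another. The probe used for RPL41 measured 14.33 and 14.34, where the highest values of the pull-down arrays were 14.57 to 14.71. A probe so near the top can hardly show a rise, and whether this lowered the count and the median was not tested. For RPL13, RPL36 and RPS4X the probe used was called higher and the other was not. These genes were named after their values were seen. The count and the median therefore hold for the probes used. Ribosomal protein genes have many processed pseudogenes, so single members are uncertain. Camera gave an adjusted p = 1.9e-07, and adjusted p = 0.0563 with an estimated correlation, which was -0.0099 against the preset 0.01. The count higher was 0 by limma without lysate replicate 1, 4 without lysate replicate 2, 14 without pull-down replicate 2 and 21 without pull-down replicate 3.

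Notch signaling, the pathway that the study took up from this experiment, was mixed. Of 30 genes measured, 1 was higher and 4 were lower, and the counts were the same adjusted over the list alone. The ligand gene DLL3 was higher (log2 fold change 0.72, limma adjusted p = 0.0383). FKBP14 (-2.03), POFUT1 (-1.14), SNW1 (-1.04) and ADAM17 (-0.65) were lower. POFUT1 encodes the fucosyltransferase that modifies Notch receptors, its second probe gave -0.50 (limma adjusted p = 0.116), and SNW1, a transcriptional coregulator, was named after its value was seen. FKBP14 and ADAM17 are also among the genes that the study chose on these samples, so their part of the count is not independent evidence. HES4 measured 0.82 (limma adjusted p = 0.369). The list did not shift (camera adjusted p = 0.22, and adjusted p = 0.62 with an estimated correlation). DLL3 was no longer called when any single array was left out. Limma called 0 members without pull-down replicate 2 or either lysate replicate, 3 were lower without pull-down replicate 3 and 4 without pull-down replicate 1.

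In TGF-β signaling, 2 of 28 genes were lower and 0 higher, also adjusted over the list alone. They were the corepressor gene TGIF1 (log2 fold change -1.42, limma adjusted p = 0.0216; second probe -1.59) and the BMP receptor gene BMPR2 (-0.74, limma adjusted p = 0.0263; second probe -0.57, limma adjusted p = 0.154), the latter named after its value was seen. The coreceptor gene ENG measured -1.48 (limma adjusted p = 0.0706), BAMBI 0.29 (limma adjusted p = 0.39) and ID2 0.25 (limma adjusted p = 0.543). Camera gave an adjusted p = 0.211 for the list. Without pull-down replicate 1, 4 members were lower, and without any other single array 0 were called. TGFB1 and TGFBR1 were not analysed here. In Wnt signaling, 1 of 32 genes was higher, LEF1 (0.57, limma adjusted p = 0.0315), named after its value was seen, and 0 were lower; adjusted over the list alone 0 were called, and camera gave an adjusted p = 0.332. CCND3 measured 0.78 (limma adjusted p = 0.141), MYC 0.60 (limma adjusted p = 0.25), DVL3 -0.67 (limma adjusted p = 0.0864) and DKK3 -0.67 (limma adjusted p = 0.108). LEF1 was called without pull-down replicate 1, and not when any other single array was left out.

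Of 13 known targets of the miR-25 family, 0 were higher in the pull-down and 1 was lower, the integrin gene ITGA5 (log2 fold change -1.30, SE 0.27, limma adjusted p = 0.034). The counts were the same adjusted over the list alone. At an unadjusted p under 0.05, 0 were higher and 3 lower. The median was -0.07 and camera gave an adjusted p = 0.462, with adjusted p = 0.867 with an estimated correlation. CDC42 measured 0.27 (limma adjusted p = 0.239) by the probe used, while its second probe was higher in the pull-down at 0.59 (limma adjusted p = 0.0235), and TOB1 0.24 (limma adjusted p = 0.393). ITGA5 was no longer called without pull-down replicate 2 or 3 or without either lysate replicate. Among 16 genes of the miRNA silencing complex and its processing enzymes, PRKRA, a partner of Dicer, was higher (1.61, limma adjusted p = 0.0454) and DROSHA, the nuclear enzyme that cuts primary miRNA transcripts, was lower (-0.81, limma adjusted p = 0.0336; second probe -0.35). Adjusted over the list alone, 1 was higher and 3 were lower, and camera gave an adjusted p = 0.496. TARBP2 measured 0.76 (limma adjusted p = 0.232) and AGO1 -0.49 (limma adjusted p = 0.0579). PRKRA and DROSHA were not called when pull-down replicate 2, pull-down replicate 3 or either lysate array was left out, with 0 members called by limma in each case.

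For stellate cell activation and extracellular matrix, limma called 0 of 35 genes, also adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. The median log2 fold change was -0.37, with COL1A1 at -1.64 (limma adjusted p = 0.24), SERPINH1 at -1.44 (limma adjusted p = 0.0929), ACTA2 at 0.22 (limma adjusted p = 0.709) and VIM at 0.18 (limma adjusted p = 0.34). Camera called the list lower (adjusted p = 0.0369), with adjusted p = 0.915 with an estimated correlation. The list stood lowest on pull-down replicate 1, where its members lay at a median of -0.74 from the lysate mean, against 0.05 and -0.17 on pull-down replicates 2 and 3. Without pull-down replicate 1 the adjusted p was 0.716, the shift against other genes moved from -0.37 to -0.11, and limma called 1 member higher and 2 lower. The camera call also ended without lysate replicate 1 (adjusted p = 0.126) and with array weights (adjusted p = 0.298, shift -0.20). Of 7 genes of stellate cell quiescence, limma called 0, with 2 lower at an unadjusted p under 0.05 (camera adjusted p = 0.845), with ADIPOR1 at 0.36 (limma adjusted p = 0.29) and RXRA at -0.59 (limma adjusted p = 0.0698).

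Zinc finger genes of the ZNF family were more often lower than higher. Of 257 measured, 28 were lower and 6 higher, and 22 and 5 adjusted over the list alone, while the median was -0.03. ZNF483 (-2.25) and ZNF682 (-2.06) were lowest, and ZNF593 (1.07) and ZNF358 (0.91) highest; the second probe of ZNF682 gave 0.10 (limma adjusted p = 0.548). Camera called the list lower (adjusted p = 0.0364), with adjusted p = 0.867 with an estimated correlation. The camera call ended without pull-down replicate 2 (adjusted p = 0.181) and without lysate replicate 2 (adjusted p = 0.084). Limma called 16 members lower without pull-down replicate 3, 3 without pull-down replicate 2, 1 without lysate replicate 2 and 0 without lysate replicate 1, and 0 higher in each of these cases. Replication-dependent histone genes had a median of 0.26, with 1 of 24 higher, H2BC11 (0.88, limma adjusted p = 0.0413), named after its value was seen, and 0 adjusted over the list alone. H1-2 measured 1.20 (limma adjusted p = 0.186) and H2BC12 1.19 (limma adjusted p = 0.0876). Camera called the list higher (adjusted p = 0.019), with adjusted p = 0.867 with an estimated correlation, and the adjusted p was 0.0556 without pull-down replicate 1, where limma called 2 members. Limma called 0 histone genes when any other single array was left out.

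**Figure D3:**
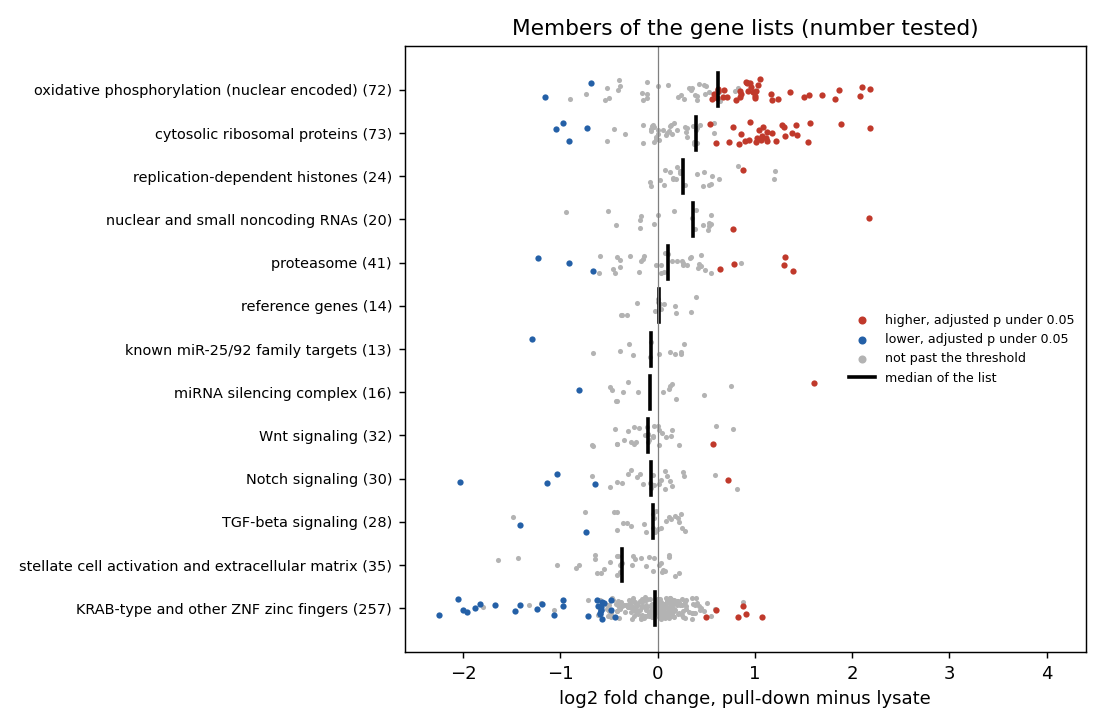
Each point is the log2 fold change (pull-down minus lysate, horizontal axis) of a member of 1 of 13 gene lists, red or blue where limma called it higher or lower at an adjusted p under 0.05, with the median of the list as a black bar and the number of genes tested in parentheses. The medians of oxidative phosphorylation (0.62) and cytosolic ribosomal protein genes (0.39) lie on the higher side, and that of known miR-25 family targets (-0.07) near 0.

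Other lists did not shift by camera. In the proteasome, 5 of 41 genes were higher and 3 lower (6 and 3 adjusted over the list alone; camera adjusted p = 0.731). PSMG2, an assembly chaperone (1.39), and the core particle gene PSMA4 (1.31) were highest, followed by PSMA1, PSMA2 and PSMA6, while the regulatory particle gene PSMD4 and PSMC4 (-0.91) and the activator gene PSME3 (-1.23) were lower; PSMA1, PSMA2, PSMA6 and PSMD4 were named after their values were seen, and the second probes of PSMA1 (0.88, limma adjusted p = 0.0591) and PSMA6 (0.62, limma adjusted p = 0.0756) did not pass. Among 27 genes of endoplasmic reticulum chaperones and translocation, SEC61B was higher (0.90) and PDIA6 (-1.29) and SEC63 (-1.41) were lower, also adjusted over the list alone (camera adjusted p = 0.809). SNHG5 and SNHG8 (0.78) were higher among 20 nuclear and small noncoding RNAs, also adjusted over the list alone (camera adjusted p = 0.321), and RPPH1 measured -0.94 (limma adjusted p = 0.331). Among 34 cell cycle genes UBE2C was higher (0.76, limma adjusted p = 0.0155; second probe 0.24, limma adjusted p = 0.195; camera adjusted p = 0.845), and among 23 interferon response genes ADAR was lower (-1.02, limma adjusted p = 0.0494; second probe -1.47; camera adjusted p = 0.932). Adjusted over the list alone, UBE2C was still called and 0 interferon response genes were. Limma called 0 of 27 immediate early and short-lived mRNAs (3 higher and 1 lower at an unadjusted p under 0.05), 0 of 14 reference genes (1 and 1), 0 of 4 hepatocyte, 0 of 3 cholangiocyte and 0 of 3 macrophage and leukocyte markers (0 of each at an unadjusted p under 0.05), with a camera adjusted p of 0.845 for each list. GAPDH measured 0.34 (limma adjusted p = 0.121) and ALB 0.31 (limma adjusted p = 0.501). For the lists of the silencing complex, stellate cell quiescence, cell cycle, macrophage and leukocyte markers, reference genes and interferon response, the median, the mean and the camera test differed in sign. When lysate replicate 1 was left out limma called 0 members of the proteasome, chaperone, noncoding RNA, cell cycle and interferon lists, and SNHG5 alone when lysate replicate 2 was left out. SNHG8 was also not called without pull-down replicate 2 or 3, which left SNHG5 as the 1 noncoding RNA called, and 3 were called without pull-down replicate 1. For the proteasome, limma called 2 higher and 2 lower without pull-down replicate 2, and 3 higher and 1 lower without pull-down replicate 3; for the chaperones it called 4 higher and 3 lower without pull-down replicate 1, 0 and 1 without pull-down replicate 2, and 1 and 1 without pull-down replicate 3. UBE2C was called without pull-down replicate 1 alone, and ADAR in none of these cases.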

Values the study reported

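The study reported 373 putative target mRNAs enriched in the pull-down at a fold change of at least 2 and an adjusted p-value below 0.05. It reported that 8 of these genes overlapped with the miR-25 targets predicted by the tools it consulted.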

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

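Quantile normalization, the limit on mean value and the limit to probes with 1 gene symbol were chosen after seeing the data. Array weights, a trended and robust prior, median scaling, cyclic loess, quantile normalization and the limit on mean value moved the counts of called probes, of probes at least 2-fold higher or lower and of called lists by less than 1.5 times. The mean of a gene's probes gave 1168 called genes, 199 at least 2-fold higher and 245 lower, against 1281, 223 and 280 genes by the probe with the highest mean; lists were not tested with it. Counts within lists moved more. Array weights gave 45 lower ZNF genes against 28, 5 lower TGF-β genes against 2, 4 higher chaperone genes against 1, 3 lower silencing complex genes against 1, 5 lower proteasome genes against 3, 3 lower matrix genes against 0, 2 lower known targets against 1, 2 higher histone genes against 1, and 2 higher and 1 lower immediate early genes against 0. The trended and robust prior gave 6 lower TGF-β, 5 higher histone, 2 lower matrix, 2 lower interferon, 1 higher immediate early and 1 lower oxidative phosphorylation gene. Cyclic loess gave 2 lower silencing complex genes and quantile normalization 0 histone genes. Above the first quartile 0 Notch and 0 histone genes, 2 chaperone genes and 1 immediate early gene were higher and 1 matrix gene was lower, and among probes with 1 gene symbol 0 interferon genes were lower. Leaving out 1 array gave 0 to 2389 called probes, 0 to 390 at least 2-fold higher and 0 to 436 at least 2-fold lower, against 2172, 415 and 455 with all arrays. The lowest values came without lysate replicate 1 (2958 probes at an unadjusted p under 0.05) and the highest without pull-down replicate 1. A lone lysate array is assumed to vary like the pull-down arrays, and fewer arrays leave fewer degrees of freedom. limma treat called 0 probes, 0 higher and 0 lower (346 at an unadjusted p under 0.05). Among probes with 1 gene symbol 276 were at least 2-fold higher, since fewer probes were tested.

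The replicate numbers of the titles were not taken as pairs. Deviations from the group mean correlated at 0.04 for the arrays numbered 1 and at -0.43 for those numbered 2, and at 0.43 for pull-down replicate 2 with lysate replicate 1; with 2 lysate arrays these values mirror each other. Pull-down replicate 3 has no lysate array of its number and was not part of this check. Over all probes it correlated at 0.9511 with lysate replicate 2 and at 0.9301 with lysate replicate 1. The labels do not give the true pairs, and no fit by pairs inferred from the values was made. With the replicate block, which drops pull-down replicate 3 from the contrast, 215 probes were called, 53 at least 2-fold higher and 162 lower, and 20 of the 25 highest, lowest and study-picked genes passed the threshold. It called 6 oxidative phosphorylation and 4 cytosolic ribosomal protein genes higher, 9 ZNF genes, 3 of the genes picked by the study and 1 Notch gene lower, 2 small-protein and 2 mitochondrial ribosomal protein genes higher, and at most 1 gene in either direction on each other list.

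Of those 25 genes, 0 passed without lysate replicate 1, 9 without lysate replicate 2, 11 without pull-down replicate 2, 22 without pull-down replicate 3 and 24 without pull-down replicate 1. Camera called 6 lists, 4 to 6 when 1 pull-down array was left out, 0 with an estimated correlation, and fry called 2. Among the 6 are the genes picked by the study, which were chosen on these samples. The oxidative phosphorylation, cytosolic ribosomal protein and ZNF lists, also among them, were written after part of the study's result table was read. Those calls are therefore not independent of the study's own results. The shift of oxidative phosphorylation genes was 0.57 and that of cytosolic ribosomal protein genes 0.49, each with adjusted p = 0.0563 with an estimated correlation and past the threshold in all other settings. The correlations estimated for these lists were -0.0004 and -0.0099, below the preset 0.01. Correlation among their members therefore does not account for the weaker result. Camera with an estimated correlation uses the 3 residual degrees of freedom, which gives larger p-values for the same statistic. The cause of the other losses was not tested. Signal over background was not examined, so a limit for dim probes cannot be given. Not run were the settings without background correction, with another offset, with detection filters or a chip-position block, and the seed-site result. Keeping all probes, and the deposited values, are the settings of the report itself.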

Other observations

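The gene lists of this part, the genes named in it and the tests of array titles and of sign between probes were chosen after results were seen; the bounds for the tests of expression level, small proteins and single probes were written before their values. Genes of small proteins outside the ribosome and the respiratory chain were higher in the pull-down as a group. Of 90 measured, 34 were higher and 3 lower by limma, with a median log2 fold change of 0.40 (1.32-fold). Examples were the spliceosomal Sm protein genes SNRPG (1.56) and SNRPF (1.21), the mitochondrial import genes TOMM5 (1.68) and TOMM6 (1.31), the mitochondrial RNA-binding protein gene SLIRP (1.70) and OST4 (1.45), a subunit of the oligosaccharyltransferase, while SNRPD3 (-1.23) and the cystatin gene CSTB (-0.92) were lower. Genes of mitochondrial ribosomal proteins had a median of 0.40, with 24 of 75 higher, led by MRPL42 (1.58; second probe 1.06, limma adjusted p = 0.0597) and MRPL39 (1.39), and 6 lower, with MRPL4 (-1.37) and MRPL9 (-1.24) lowest. Genes of very large proteins lay the other way: of 69 measured, 1 was higher, the fatty acid synthase gene FASN (0.94), and 6 lower, among them the nuclear pore gene TPR (-1.40), the spectrin gene SPTAN1 (-0.78) and the dynein heavy chain gene DYNC1H1 (-0.70), with a median of -0.26. Of the small-protein genes 3, and of the very large 10, were also on a list of the report, and the medians without them were 0.39 and -0.25. Limma called 0 genes on these lists without lysate replicate 1. The number of small-protein genes higher was 4 without lysate replicate 2, 11 without pull-down replicate 2 and 18 without pull-down replicate 3, and that of mitochondrial ribosomal protein genes 0, 7 and 13; in these cases 0 very large ones were lower.

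Interferon response genes varied between arrays of the same group. Their median deviation from the lysate mean was 0.36 on pull-down replicate 2, -0.25 on pull-down replicate 3 and 0.10 on pull-down replicate 1, and 0.33 and -0.33 on lysate replicates 1 and 2. MX1 measured 10.02, 9.85 and 8.61 on pull-down replicates 1, 2 and 3, and 10.02 and 8.72 on lysate replicates 1 and 2. ACACA, the acetyl-CoA carboxylase gene, had the lowest log2 fold change of all genes, -3.25 and -3.24 by its probes, but did not pass (limma adjusted p = 0.0792 and 0.0739), with 13.98 and 10.40 on the lysate arrays by the first probe and 8.78 to 9.13 on the pull-down arrays.

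At the fold change and adjusted p of the study, 415 probes naming 239 genes were higher in the pull-down, and 455 probes naming 315 genes were lower. Both probe counts are higher, and both counts of named genes lower, than the value quoted from the study above.

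The genes picked by the study were lower rather than higher in the arrays titled as pull-down, which an array under the wrong title does not account for: the lowest correlation within a group, 0.9625, lies above the highest between groups, 0.9511. An exchange of titles between the groups was tested on the known miR-25 family targets, whose median of -0.0727 (camera adjusted p = 0.462) does not decide, because a shift in neither direction was called. The number of arrays under each title goes against an exchange at deposition, since the array left out by the study was a lysate and the lysate group is the smaller one. The legend of the study's volcano plot marks the negative side of the fold changes of pull-down against lysate, where these genes lie here too. Its results and methods instead state positive fold changes for enriched mRNAs. Whether the negative side was read as enriched therefore also stays open and was not tested. No value measured here tells an earlier exchange of samples from a true lower share of these mRNAs on the beads.

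Of the oxidative phosphorylation and cytosolic ribosomal protein genes, 35 of 72 and 30 of 73 were higher in the pull-down, with adjusted p = 0.0563 for each list with an estimated correlation. A trend with expression level left by the normalization would move other genes of the same level too, but both medians lay at the percentile 100 of 10000 random lists matched on mean expression. A general excess of small mRNAs, whatever they encode, is a candidate explanation: the small-protein genes outside both groups had a median of 0.40, also at the percentile 100 of their random lists, and the very large ones had -0.26, at the percentile 0 of theirs. The excess did not hold for every gene: 61 of the 90 small-protein genes lay above 0, against 11 of the 69 very large ones. Since the genes of these lists were chosen after results were seen, the percentiles do not show that the excess holds whatever the genes encode. Transcript lengths were not used here, so protein size stands in for mRNA size. Whether such an excess came from capture, from amplification or from binding of miR-25-3p was not tested.

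Genes at least 2-fold lower had less support from their other probes than genes at least 2-fold higher. Of 89 such lower genes with another probe, the other probes had a median log2 fold change of -0.63 (95% bootstrap interval -0.80 to -0.31), against -1.36 for the probe used, and 19 had the opposite sign. Of 72 higher genes, 1 had other probes of the opposite sign, with a median of 0.97 (two-sided Fisher's exact test of the signs, p = 6.3e-05). The interval lies below -0.25, the value above which a signal of the single probe rather than of the whole mRNA would have placed the median, but it includes -0.5, the bound set against that explanation. It is thus not shown for the group as a whole and may hold for part of the genes. The other probes are dimmer by the choice of probe, and a probe near the lowest values of an array can hardly show a fall. In the lysate those of CHRNA5 and ZNF682 measured 7.99 and 7.70, where the lowest value of each lysate array was 7.57. How many lay so low was not counted, and the sign test does not allow for it. For such genes a dim probe, a signal of the single probe and real differences between transcript forms cannot be told apart.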
